A study of Mus musculus with 9 samples. Its data were reported in "Tnfaip2/exoc3‐driven lipid metabolism is essential for stem cell differentiation and organ homeostasis" (2020).

How the data were processed

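Gene expression was measured by RNA sequencing in 9 libraries of mouse embryoid bodies (EBs), the aggregates that embryonic stem cells form when they begin to differentiate. All EBs had undergone 3 days of in vitro differentiation. The libraries fell into 3 groups of 3 by their titles: wild-type EBs (WT), EBs labelled as lacking *Tnfaip2* (KO), and KO EBs grown with palmitic acid and palmitoyl-L-carnitine (PA/PC) at 8 μM each (KO_PAPC). The paper describes EB formation in embryonic stem cell medium, which it lists with leukemia inhibitory factor. For PA/PC it describes EB formation in its fibroblast medium, listed without that factor. The medium of the vehicle controls is not stated separately, so KO_PAPC may also differ from KO by medium. Replicate numbers were taken from the titles. No batch or sequencing date was given in the labels.

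The values were read counts per Ensembl gene. The authors made the deposited counts from 51-cycle single-end reads of unstranded libraries, which were mapped with STAR to the mouse genome build GRCm38 and counted with featureCounts. Reads that mapped to several places or overlapped several genes were not counted. This pipeline is described for the KO and KO_PAPC libraries. For WT EBs an earlier pipeline is described, but the WT columns lay in the same table over the same genes. Because strand was not used, reads of antisense and overlapping genes cannot be assigned with certainty. The deposited counts were whole numbers and not normalized. The number of columns of per-sample values left unused was 0.

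The table held 55471 gene IDs. Symbols and positions were joined on the Ensembl ID from GENCODE M21, which is of the same build, and 241 IDs had no match. Total counts ranged from 27362913 to 28914312 per library. Replicates were compared by a chi-square test of their counts over genes with at least 20 counts in the pair, and every pair differed by more than sampling noise.

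Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM size factors, the filterByExpr filter and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. Each contrast (KO versus WT, KO_PAPC versus KO, KO_PAPC versus WT) was fitted on its own 6 libraries without covariates. Standard errors (SE) of log2 fold changes were derived from the F statistic. CPM values, counts scaled to the same total in every library, were computed from library totals and are given as mean ± SD over 3 libraries. Folds against a group with at most 3 counts in every library were treated as bounds. Gene lists were tested with camera of limma 3.58.1 (preset correlation of 0.01, two-sided), adjusted over 21 pairs of list and contrast. The lists were pluripotency, mesoderm, ectoderm, endoderm, fatty acid oxidation, lipid droplet and exocyst. They were also tested with fry and with an estimated correlation as alternatives. The direction of the called genes in a list was tested with a one-sided exact binomial test against the share among all called genes, the form of test the study used. The 7 lists, the rule for naming genes and the tests of the comparisons were fixed before the data were examined.

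Genes were named by a rule: the genes the study's text names, the 3 largest rises and the 3 largest falls per contrast among called genes with a mean of at least 10 CPM and no overlap between groups, and at most 3 genes per list with the smallest adjusted p. For each named gene, the share of its 51-base transcript words that also occur in other genes was computed. The edgeR test was tested on simulated data: of 200 changed genes among 55471 simulated genes, 96.5% were recovered, with 7 false calls. On the same simulated counts DESeq2 recovered 90.5%, with 3 false calls.

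The alternatives were DESeq2 1.42.0, RLE size factors, scaling by library totals, 2 other filters, a joint fit of the 3 groups, the replicate number as a block, counts thinned to the smallest library, each replicate left out in turn and a tested minimum fold change of 2. A correction for GC content and exon length was added after the data had been seen, as were the alternatives for the chromosome medians and, apart from fry, those for the ectoderm, endoderm, fatty acid oxidation, lipid droplet and exocyst lists. Because KO libraries enter both KO versus WT and KO_PAPC versus KO, an unchanged treatment was simulated 20 times by drawing KO and KO_PAPC counts from the KO means and refitting both contrasts. A single value compared between 2 groups of 3 cannot reach a permutation p below 0.1, so single values were not tested by permutation. For the numbers of called and reversed genes and the camera p of the pluripotency and mesoderm lists, the 10 splits of the 6 libraries were refitted and those with a result as large were counted.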

Results

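To ask how loss of *Tnfaip2* changes gene expression in differentiating EBs, and whether PA/PC reverts the change, 9 RNA-seq libraries were compared, 3 each of WT, KO and KO_PAPC EBs. Depth was even, with between 27362913 and 28914312 counts per library. Coordinates are of GRCm38, and group names are those of the labels.

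*Tnfaip2* itself (ENSMUSG00000021281, chromosome 12, 111442469 to 111455018) was close to the detection floor in every library. WT libraries held 16, 6 and 10 counts, KO libraries 5, 6 and 8, and KO_PAPC libraries 25, 14 and 16. The means were 0.381 ± 0.175 CPM (SD, n = 3) in WT, 0.222 ± 0.0513 CPM in KO and 0.662 ± 0.208 CPM in KO_PAPC. In edgeR's quasi-likelihood test the libraries labelled KO_PAPC lay above WT, with a log2 fold change of 0.95 ± 0.343 (SE, adjusted p = 0.0164). They also lay above the libraries labelled KO, with a log2 fold change of 1.72 ± 0.363 (edgeR adjusted p = 5.49e-05). The difference from WT was not called in DESeq2 (adjusted p = 0.106), nor in edgeR without KO_PAPC replicate 1 (adjusted p = 0.131) or without WT replicate 2 (adjusted p = 0.101). The gene was too low to be tested between KO and WT. The knockout was made by a frameshift with an early stop codon, which need not lower the transcript, so the targeted gene gave no check of the knockout labels. Every direction given for KO or KO_PAPC is that of the libraries labelled so. KO_PAPC may differ from KO in the medium of EB formation as well as in PA/PC.

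Replicates lay close together. Correlations of log2 CPM across genes were between 0.995 and 0.9961 within groups. Between groups they were 0.9628 to 0.9634 for KO and WT, 0.9679 to 0.9687 for KO_PAPC and WT, and 0.9258 to 0.9268 for KO_PAPC and KO. The first principal component held 74.7% of the variance and placed WT between KO and KO_PAPC. The second held 17.1% and set WT apart from both. Mitochondrial genes took 1.26% to 1.34% of the counts in KO_PAPC libraries, 1.85% to 1.87% in WT and 1.96% to 1.98% in KO.

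**Figure D1:**
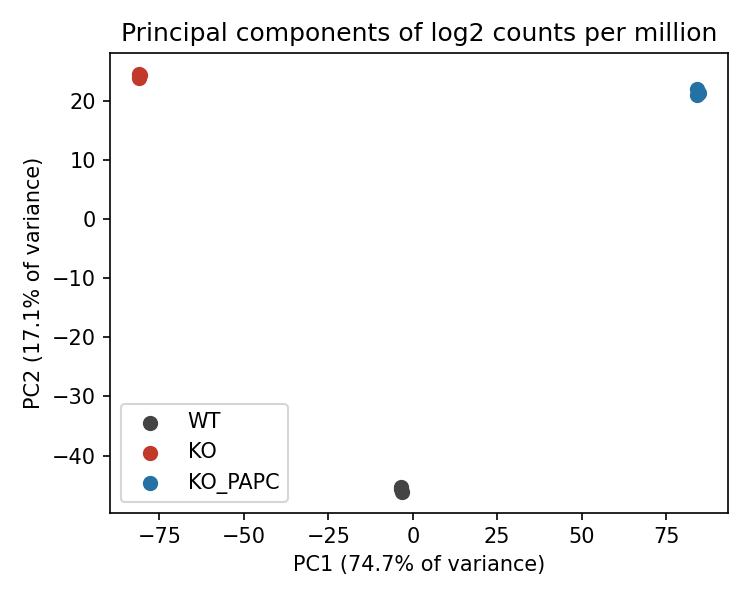
Each point is 1 library, placed by its first (74.7% of variance) and second (17.1%) principal component of log2 CPM. WT libraries lie between KO and KO_PAPC libraries on the first axis and apart from both on the second.

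In KO versus WT, 12813 of 17355 tested genes were called by edgeR (73.8%), of which 6380 were higher and 6433 lower in KO. In KO_PAPC versus KO, 14047 of 17167 genes were called, 6801 higher and 7246 lower. In KO_PAPC versus WT, 11760 of 16655 genes were called, 5693 higher and 6067 lower. Values of the 2 groups did not overlap in 75.2%, 82.1% and 73.0% of tested genes, where chance gives 10%. The replicate spread behind these counts was small, with a biological coefficient of variation of 2.09%, 2.32% and 2.65%. By the paper, the knockout was a single selected clone compared with its parental line. The calls therefore measure differences beyond the spread of replicate libraries, not of independent clones. KO versus WT cannot separate loss of *Tnfaip2* from other differences of that clone. The alternative that moved the counts most was a tested minimum fold change of 2, under which 1587, 3554 and 1335 genes were called. Under that minimum the splits were less even, with 930 genes higher and 657 lower in KO versus WT, 1074 higher and 2480 lower in KO_PAPC versus KO, and 160 higher and 1175 lower in KO_PAPC versus WT. Scaling by library totals moved the median log2 fold change of all genes by -0.17 in both contrasts with KO_PAPC. The split of calls was then 5317 higher and 8684 lower in KO_PAPC versus KO, and 3616 higher and 8341 lower in KO_PAPC versus WT.

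Of the 12813 genes called between KO and WT, 9693 (75.6%) were called in the opposite direction in KO_PAPC versus KO and 1435 in the same direction, while 1685 were not called or not tested there. The opposite sign, called or not, was seen for 83.9% of the genes. In simulations of an unchanged treatment sharing the KO libraries, the mean share was 53.3%. Across genes, which are not independent replicates, the log2 fold changes of both contrasts correlated at -0.71, against -0.111 in the simulations. The simulations held no treatment effect and so show only what sampling noise gives. Since KO enters both contrasts with opposite sign, groups with unrelated expression states would also give a negative correlation and frequent opposite signs. How much of the 83.9% and -0.71 is reversal therefore cannot be read from the simulations. Of 9061 reversed genes tested in all 3 contrasts, 2695 (29.7%) were not called between KO_PAPC and WT. A further 1149 (12.7%) stopped short of WT, and 5217 (57.6%) passed beyond it. At the tested minimum fold change of 2, 1258 genes were reversed.

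**Figure D2:**
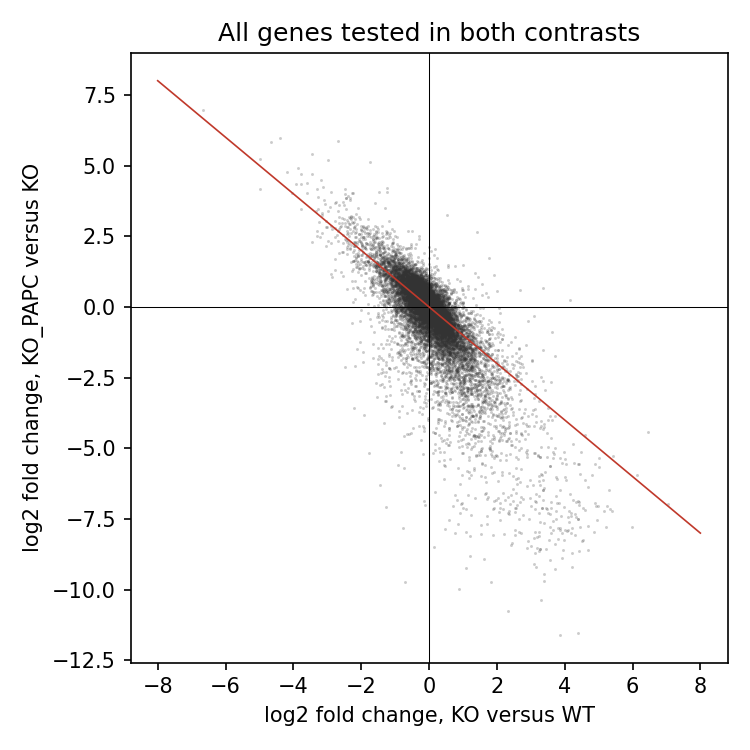
Each point is 1 gene tested in both contrasts, with its log2 fold change in KO versus WT (x axis) and in KO_PAPC versus KO (y axis). The red line marks a change equal and opposite to that of KO, and the correlation across genes was -0.71.

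The study asked whether pluripotency genes stay high and mesoderm genes stay low in KO EBs. The pluripotency list of 26 genes, 7 of which the study's text names, so that it is not independent of the study, was higher in KO than in WT, with a median log2 fold change of 0.64 (camera, adjusted p = 1.20e-14). Of its genes, 18 were called higher and 5 lower, the same numbers adjusted over the list alone (one-sided exact binomial p = 0.00502). In KO_PAPC versus KO the median was -0.79 (camera, adjusted p = 1.99e-12). There 6 genes were called higher and 19 lower, again the same adjusted over the list alone (one-sided exact binomial p = 0.0112). The median in KO_PAPC versus WT was -0.24 (camera, adjusted p = 0.00121). There 7 genes were called higher and 16 lower, the same adjusted over the list alone, and this direction did not pass (one-sided exact binomial p = 0.0634). The camera calls held under fry and under an estimated correlation. *Nanog* (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) was at 385 ± 6.42 CPM (SD, n = 3) in WT, 778 ± 12 in KO and 287 ± 6.96 in KO_PAPC. *Klf2* (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656) rose by 1.51 ± 0.0311 (SE) on the log2 scale in KO versus WT (edgeR adjusted p = 1.18e-29) and fell by 1.28 in KO_PAPC versus KO (edgeR adjusted p = 6.85e-31). *Tfcp2l1*, *Fbxo15*, *Zfp42* and *Dppa3* rose in KO and ended below WT in KO_PAPC, *Dppa3* with 15.8% of its words shared with other genes. *Lif* differed from this: its log2 fold change in KO versus WT was -0.089 ± 0.0697 (edgeR adjusted p = 0.25), and in KO_PAPC versus KO it was -1.44 ± 0.0921 (edgeR adjusted p = 1.04e-16).

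The mesoderm list of 29 genes did not pass the camera threshold. Its median log2 fold change was -0.27 in KO versus WT (camera, adjusted p = 0.43), with 7 genes called higher and 10 lower. In KO_PAPC versus KO it was -0.89 (camera, adjusted p = 0.575), with 8 higher and 12 lower, and in KO_PAPC versus WT -0.70 (camera, adjusted p = 0.169). The counts were the same adjusted over the list alone. The list passed under fry and not under camera with an estimated correlation. The median in KO_PAPC versus KO lay between -0.68 and -0.21 in the 6 fits that each left out 1 library, nearest to 0 without KO replicate 2. That in KO versus WT was -0.51 without KO replicate 3 and -0.46 without WT replicate 2. Single members moved far and in both directions. *T* (ENSMUSG00000062327, chromosome 17, 8434423 to 8442496) was at 1.91 ± 0.214 CPM in WT, 0.292 ± 0.109 in KO and 15.5 ± 1.15 in KO_PAPC (SD, n = 3). *Bmp4* and *Gata4* were lower in KO_PAPC than in KO, by edgeR log2 fold changes of -2.47 ± 0.0725 and -2.85 ± 0.0897 (SE, adjusted p = 4.05e-27 and 3.62e-26).

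**Figure D3:**
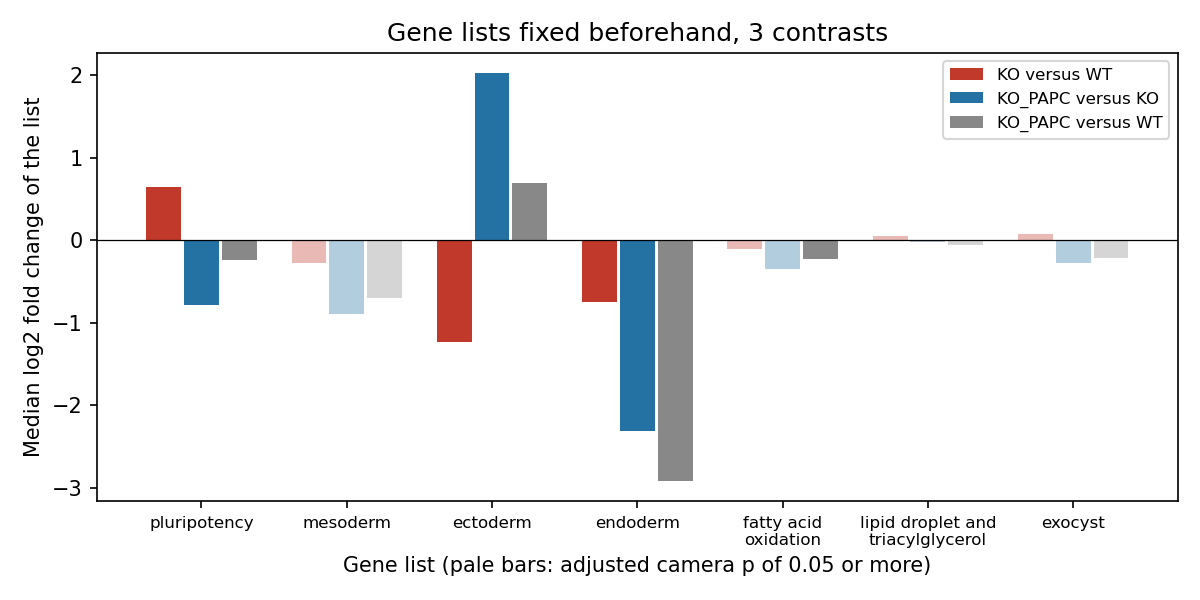
Bars give the median log2 fold change of each gene list in the 3 contrasts, and pale bars have a camera adjusted p of 0.05 or more. The pluripotency list has medians of 0.64 and -0.79 in the first 2 contrasts, and the endoderm list -0.74 and -2.31.

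Of the pairs of the other 5 lists and a contrast, 7 passed the camera threshold. The ectoderm list fell in KO versus WT (median -1.24, camera, adjusted p = 3.69e-04) and rose in KO_PAPC versus KO (median 2.02, camera, adjusted p = 1.37e-07) to above WT (median 0.69). *Sox1* (ENSMUSG00000096014, chromosome 8, 12395295 to 12400126) was at 71.7 ± 3.08 CPM in WT, 18.5 ± 1.1 in KO and 119.7 ± 0.54 in KO_PAPC (SD, n = 3). The endoderm list fell in KO versus WT (median -0.74, camera, adjusted p = 5.60e-06) and fell further in KO_PAPC versus KO (median -2.31, camera, adjusted p = 9.42e-10). Against WT its median was -2.92 in KO_PAPC, with 16 genes called lower and 1 higher. *Col4a1* went from 500 ± 20.6 CPM in WT to 221 ± 4.73 in KO and 44 ± 0.779 in KO_PAPC. The endoderm call in KO versus WT did not hold under an estimated correlation, nor did that of the fatty acid oxidation list in KO_PAPC versus WT (median -0.23, camera, adjusted p = 0.00177). In KO versus WT and KO_PAPC versus KO the fatty acid oxidation list had medians of -0.10 and -0.35 and did not pass. The lipid droplet list did not pass the camera threshold in any contrast (medians 0.046, -0.017 and -0.058). The exocyst list did not pass it either (medians 0.075, -0.28 and -0.22). Adjusted over the list alone, the counts of these 5 lists were the same except for 1 gene more in fatty acid oxidation in both contrasts with KO_PAPC and in lipid droplet in KO_PAPC versus WT.

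*Vim* (ENSMUSG00000026728, chromosome 2, 13573927 to 13582826) was at 205 ± 0.488 CPM in WT, 49.9 ± 0.943 in KO and 384 ± 10.3 in KO_PAPC (SD, n = 3). Its log2 fold changes were -2.04 ± 0.0298 in KO versus WT (edgeR adjusted p = 1.05e-33) and 3.11 ± 0.0315 in KO_PAPC versus KO (edgeR adjusted p = 3.27e-41). *Cpt1a* (ENSMUSG00000024900, chromosome 19, 3322334 to 3385733) was at 99.9 ± 1.6 CPM in WT, 60.7 ± 1.96 in KO and 50.4 ± 1.4 in KO_PAPC. It did not return towards WT, and its small further fall in KO_PAPC (log2 fold change -0.10, edgeR adjusted p = 0.0155) was not called in DESeq2, in edgeR without the filter, or in edgeR without KO replicate 1, KO_PAPC replicate 1 or KO_PAPC replicate 3.

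**Figure D4:**
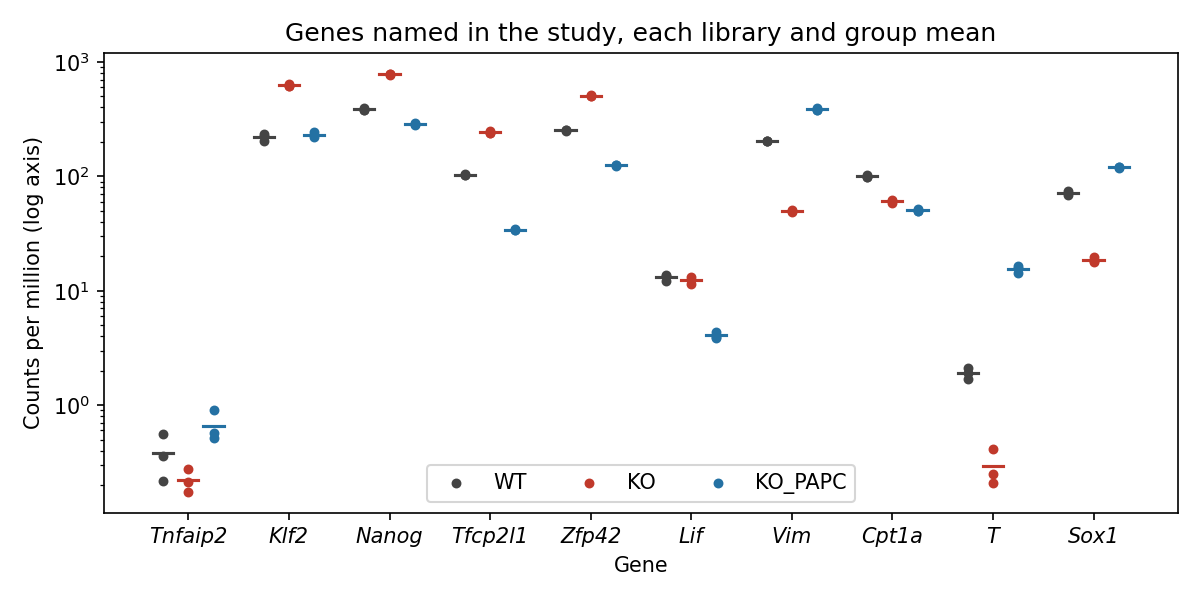
Points are the CPM of each library on a log axis and lines are the group means. *Vim*, *T* and *Sox1* are lowest in KO and highest in KO_PAPC, and *Tnfaip2* lies near the floor in every library.

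Among the genes with the largest changes, *Mest* (ENSMUSG00000051855, chromosome 6, 30723547 to 30748465) was at 118 ± 3.28 CPM in WT, 1.16 ± 0.405 in KO and 129.7 ± 2.89 in KO_PAPC (SD, n = 3). It is uncertain, since 23.1% of it overlaps *Copg2* and 21.1% of its words occur in other genes. *Ndufa4l2*, *Vldlr*, *Adm* and *Stc1* were also low in KO and higher in KO_PAPC, with edgeR log2 fold changes of 4.90, 2.49, 5.40 and 5.85 in KO_PAPC versus KO. *Zscan4a*, *Zscan4d*, *Ly6a* and *Tmem92* were highest in KO and lowest in KO_PAPC. *Tmem92* was at 59.8 ± 2.63 CPM in KO and 0.133 ± 0.0769 in KO_PAPC. *Zscan4a*, annotated as an unprocessed pseudogene, *Zscan4d* and *Ly6a* are uncertain, with 63%, 49.1% and 18.5% of their words in other genes. *Nxf3*, *Gm364* and *Pnma5*, on the X chromosome, were far lower in KO_PAPC than in WT or KO, *Nxf3* being at 33.3 ± 2.61 CPM in WT and 0.241 ± 0.0847 in KO_PAPC. *Pnma5* shared 25.7% of its words. *Fos*, *Rxrg* and *Gm26917* had the largest rises in KO_PAPC over WT that met the rule, with edgeR log2 fold changes of 2.97, 2.20 and 2.52. *Gm26917*, annotated as a lincRNA, is uncertain, since it also separated KO from WT. Its means were 307 ± 28.1 CPM in WT, 839 ± 28.2 in KO and 1571 ± 93.5 in KO_PAPC. The source of its reads was not tested, and a difference between library preparations stays open.

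Genes that can mark a cell line, those of the Y chromosome and imprinted genes, were read in every group, and the ones named here were picked after their values were seen. *Eif2s3y* on the Y chromosome was at 79.7 ± 2.65 CPM in WT, 46.2 ± 1.26 in KO and 72.8 ± 3.16 in KO_PAPC (SD, n = 3). *Ddx3y* was at 24.9 ± 1.07, 22.5 ± 1.23 and 15.3 ± 0.293 CPM and *Usp9y* at 1.23 ± 0.101, 1.41 ± 0.532 and 0.060 ± 0.075 CPM, so the Y genes did not move together. Of 25 imprinted genes tested in both contrasts with KO, 8 were at least 2-fold lower in KO than in WT and at least 2-fold higher in KO_PAPC than in KO. Of the 8, 5 lie in 1 stretch of chromosome 12 (109452823 to 109749460). *Meg3* was at 506 ± 17.7 CPM in WT, 156 ± 2.79 in KO and 395 ± 15.9 in KO_PAPC, with 10.4% of its words shared. *Grb10* was at 1018 ± 14.2 CPM in WT, 228 ± 4.57 in KO and 692 ± 13 in KO_PAPC. Other imprinted genes moved differently. *Peg10*, *Sgce*, *H19* and *Igf2* were at least 2-fold lower in KO_PAPC than in KO. *Sgce*, *H19* and *Igf2* were called higher in KO than in WT, with edgeR log2 fold changes of 1.19, 0.477 and 0.8185. *Peg10* was not called there. In WT, KO and KO_PAPC, *Peg10* was at 4.12 ± 0.206, 4.62 ± 0.384 and 0.12 ± 0.0545 CPM. *H19* was at 3.16 ± 0.446, 4.39 ± 0.105 and 0.975 ± 0.122 CPM. *Igf2* is uncertain, with 62.03% of its words shared and 64.55% of it overlapping other genes. *Magel2*, *Cdkn1c* and *Phlda2* were not called in KO versus WT and were at least 2-fold higher in KO_PAPC than in KO. *Cdkn1c* is uncertain, with 24.82% of its words shared and 30.65% of it overlapping *Gm44732*.

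The median of all genes on a chromosome, relative to the other autosomes and to WT, was shifted on several chromosomes. On the log2 scale the KO libraries lay at 0.31 ± 0.010 (SD, n = 3) for X, 0.24 ± 0.0074 for chromosome 11, -0.24 ± 0.0060 for chromosome 8 and -0.23 ± 0.0054 for chromosome 17. The KO_PAPC libraries lay on the other side of WT, at -0.16 ± 0.035 for X, -0.17 ± 0.0086 for chromosome 11, 0.17 ± 0.011 for chromosome 8 and 0.098 ± 0.015 for chromosome 17. Each of these shifts was larger than the spread between libraries.

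**Figure D5:**
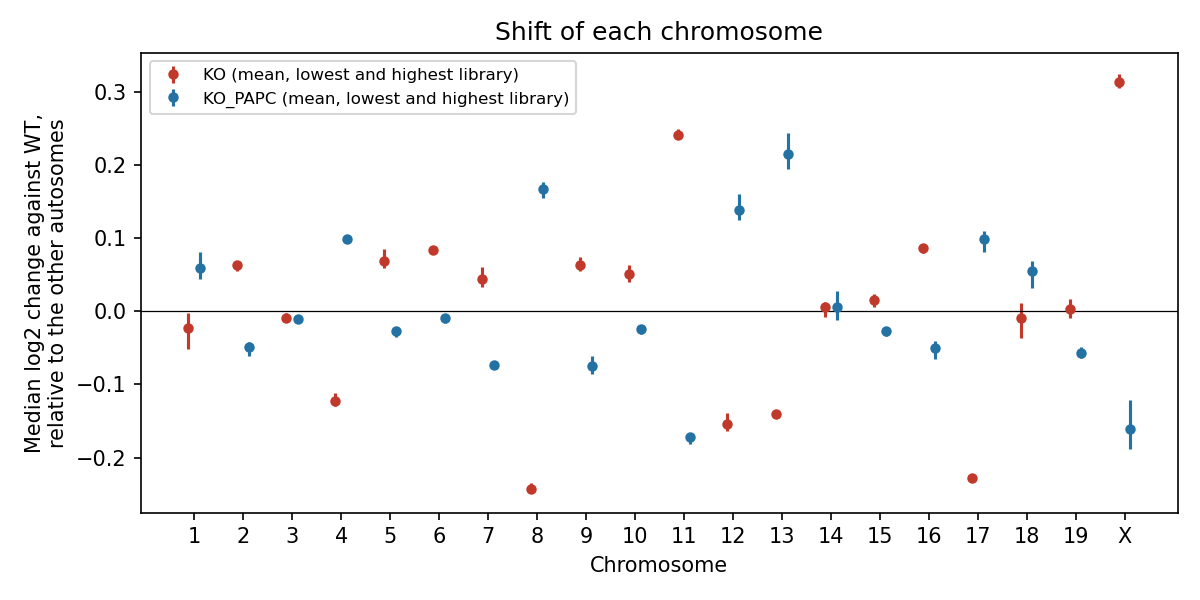
Points are group means of the median log2 change per chromosome against WT, relative to the other autosomes, and bars run from the lowest to the highest library. Chromosomes 8 and 17 lie below 0 in KO and above 0 in KO_PAPC, and chromosome 11 and X the other way.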

Values the study reported

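Against WT EBs, the study reported for knockout EBs a binomial P of 0.0297 (ground probability 0.4965) for raised genes that favour stem cell maintenance. For lowered mesoderm genes it gave P = 0.0004 (ground probability 0.5035). With PA/PC against without, it gave P = 0.0056 (ground probability 0.5366) for the stem cell genes and P < 0.0001 (ground probability 0.4634) for the mesoderm genes.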

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

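The correction for GC content and length, the alternatives for the chromosome medians, and those for the ectoderm, endoderm, fatty acid oxidation, lipid droplet and exocyst lists other than fry were chosen after the data had been seen. The numbers of called genes stayed within 1.5 times of the values above under the other alternatives, but not under the tested minimum fold change of 2, which by its construction calls fewer genes: 1587 in KO versus WT, 3554 in KO_PAPC versus KO, 1335 in KO_PAPC versus WT, and 1258 reversed genes. Leaving out 1 library gave 12382 to 12820, 13785 to 14137 and 11208 to 11654 called genes and 9342 to 9660 reversed genes. DESeq2 called 11449, 13545 and 10496 genes, of which 11003, 12608 and 10046 were also called by edgeR, each in the same direction.

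The replicate number did not pair the libraries, since the deviations of same-numbered libraries correlated between -0.0415 and 0.0621. With the replicate number as a block, 12587, 13822 and 12223 genes were called and 9492 reversed, and the pluripotency medians were 0.64 and -0.79.

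The pluripotency results in KO versus WT and KO_PAPC versus KO kept their direction and side of the threshold, with adjusted p of at most 0.0128, under camera with an estimated correlation. The mesoderm list, with medians of -0.27 and -0.89, passed the threshold under fry (adjusted p = 0.000778 and 0.000322, limma). By its construction fry asks another question than camera. Its direction was not kept for this or any other list, so passing under fry does not show a fall or a rise. Leaving out 1 library put the mesoderm median between -0.68 and -0.21 in KO_PAPC versus KO and between -0.51 and -0.26 in KO versus WT. With no filter beyond 1 count the median was -0.055 in KO_PAPC versus KO, and -0.19 both in KO versus WT and in KO_PAPC versus WT, where it was -0.70 with the filter. With a mean of at least 10 counts it was -0.15 in KO versus WT. The cause was not tested. Of the other pairs of list and contrast, 14 passed under fry against 7 under camera. Among those passing under fry was the lipid droplet list in KO versus WT, KO_PAPC versus KO and KO_PAPC versus WT. Its fry adjusted p there was 0.00414, 0.000305 and 0.000882. The lipid droplet median crossed 0 without passing the camera threshold. Across fits without 1 library it lay between -0.015 and 0.059 in KO versus WT and between -0.027 and 0.0047 in KO_PAPC versus KO, where it was 0.0032 without the filter and 0.0058 with the GC and length correction.

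Scaling by library totals reversed 3 small differences between KO_PAPC and WT, to -0.13 for *Eif2s3y*, -0.065 for *Rian* and -0.065 for *Mirg*, since it moves the median of all genes by -0.17. *Rian* was at -0.020 with the GC and length correction. Among 1830 alternatives for named genes, 19 were weaker, 1 stronger and 4 reversed. The spread of chromosome medians in KO_PAPC versus KO was 0.229 over genes with at least 16 CPM, against 0.237 over all.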

Other observations

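The tests on chromosome medians, imprinted genes, exchanged labels, fibroblast collagens and shared words of two-cell-like genes were chosen after the results were seen, and the hypoxia, two-cell-like, germline, sterol, immediate early and fibroblast lists were written after the top genes had been seen, without those genes. Of the 10 splits of the 6 libraries, 1, the real one, gave as many called genes in each contrast, as many reversals, and as small a camera p for the pluripotency list in KO versus WT and KO_PAPC versus KO. For the mesoderm list, 5 of 10 splits gave as small a camera p in KO versus WT and 6 of 10 in KO_PAPC versus KO. With 10 splits the share cannot fall under 0.1.

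With KO at 0 and KO_PAPC at 1 on the axis between them, WT lay at 0.476. Scaling by library totals gave 0.456 and the GC and length correction 0.475. Thinning to equal depth gave 0.478, and leaving out the 200 most abundant genes 0.477. Any group about equally far from KO and KO_PAPC lies near the middle of this axis, whether between them or not. The position therefore cannot decide whether scaling, sequence bias, depth or abundant genes account for this order. Depth was also even before thinning. An exchange of the WT and KO_PAPC labels cannot be told apart from a strong response to PA/PC, because no value here decides it. *Tnfaip2* does not, since its transcript was near the floor (log2 fold change of 0.95 in KO_PAPC versus WT) and a frameshift need not lower it. An effect of PA/PC stays open.

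Genes of several whole chromosomes moved together. In KO_PAPC versus KO, the standard deviation of the chromosome medians was 0.237, and the share of shuffles of blocks of 20 neighbouring genes with as large a value was 1e-04, the smallest that 10000 shuffles can give. Removing GC and length trends left 0.234. On the 6 most shifted chromosomes, 100% of 40 windows of 20 Mb moved with their chromosome, against a mean of 72.3% in shuffles. The less shifted chromosomes were mixed. Windows moving with their chromosome were 4 of 8 on chromosome 3, 3 of 6 on chromosome 14 and 7 of 10 on chromosome 1. They were 8 of 8 on chromosome 4 and 6 of 6 on chromosome 15. Chromosome medians of KO and of KO_PAPC against WT correlated at -0.897 across chromosomes. Both contrasts share the WT libraries, which by itself favours a positive value. A candidate explanation is chromosome copy number that differs between the cell populations behind the libraries. The shift of chromosome 8 in KO_PAPC versus KO over genes with at least 16 CPM (0.43) is under the 0.585 of 3 copies over 2. Against WT, chromosome 8 lay at -0.24 in KO and 0.17 in KO_PAPC, so 1 gain over WT does not give both. What share of cells would carry a change cannot be read from RNA medians. Other regulation of whole chromosomes stays open, and DNA was not analysed here. If copy number differs, a part of each contrast may come from the cell populations and not from PA/PC. Of 4762 genes past 2-fold, 87.2% stayed so without the chromosome medians. The medians were small against 2-fold, so subtracting them could remove only genes near that limit. This share therefore cannot decide whether differing cell populations caused the strong changes.

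The imprinted genes low in KO and back in KO_PAPC were *Meg3*, *Dlk1*, *Rian*, *Mirg*, *Rtl1*, *Mest*, *Grb10* and *Nnat*, on 4 chromosomes. The list was fixed before and holds *Mest*, a top gene, and the pattern was defined after the values were seen, so their number was not tested. Of the 8, 5 lie close together on chromosome 12. The list as a whole did not share this pattern. *Sgce*, *H19* and *Igf2* were called higher in KO than in WT and fell in KO_PAPC. *H19* and *Igf2* ended below WT, with edgeR log2 fold changes of -1.523 and -1.395 in KO_PAPC versus WT. *Peg10*, not called in KO versus WT, also ended below WT (edgeR log2 fold change -4.882). Reads shared between near-identical copies are argued against as the whole cause by 6 genes with under 5% of words shared, and chromosome-wide shifts by 7 genes that kept the pattern without the chromosome medians. A difference in cell origin or state between KO and KO_PAPC libraries stays open beside an effect of PA/PC, and neither was tested.

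Genes of the hypoxia response fell in KO versus WT (28 of 28 called lower, median -0.98, camera, adjusted p = 1.20e-42) and rose in KO_PAPC versus KO (26 called higher, 1 lower, median 1.28, camera, adjusted p = 9.96e-41). With GC and length trends removed the median rise was 1.30. A difference in oxygen supply or density between cultures is a candidate explanation, and one through PA/PC stays open.

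Genes of the two-cell-like state rose in KO versus WT (16 called higher, 0 lower, fitted median 3.42, camera, adjusted p = 6.57e-09) and fell in KO_PAPC versus KO (fitted median -7.78, camera, adjusted p = 3.20e-06). At or under the floor were 3 of the 16 genes in WT and 15 in KO_PAPC. With these at their bound the medians were 3.29 and -4.50. This is consistent with such a state being less frequent in KO_PAPC than in KO. The 10 tested members with under 50% of their words shared were each called higher in KO versus WT and lower in KO_PAPC versus KO, with medians of 3.29 and -5.19 when genes at the floor were at their bound. Since reads mapping to several places were not counted, this argues against reads shared between near-identical copies as the whole cause. An effect of PA/PC and a difference between the cultures, the medium included, stay open.

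Germline genes fell in KO_PAPC versus KO (19 called lower, 2 higher, median -1.86, camera, adjusted p = 2.90e-13), and sterol synthesis genes rose (19 called higher, 0 lower, median 0.76, camera, adjusted p = 1.15e-09). For immediate early genes (7 called higher, 4 lower, median 0.64) the threshold was not passed under camera (adjusted p = 0.146) and passed under fry (adjusted p = 0.000347). The camera calls of the hypoxia, two-cell-like, germline and sterol lists given here held under fry and under an estimated correlation. The cause of these changes was not tested.

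Reads from fibroblasts were weighed as a source of the high *Vim* in KO_PAPC. The first criterion, the median of a fibroblast list in KO_PAPC versus WT, decided nothing (0.32, camera, adjusted p = 0.728). *Col1a1* was at 2.19 ± 0.10 CPM in WT and 3.49 ± 0.529 in KO_PAPC, and *Col1a2* at 2.35 ± 0.388 and 2.65 ± 0.189. Together they gained 0.897% of the CPM that *Vim* gained. *Col3a1* had the largest relative rise of the list, from 0.0358 ± 4.82e-04 to 0.664 ± 0.228 CPM, and stayed low. The levels argue against fibroblast reads as the whole source of the *Vim* gain. A small share of such cells and a change within the EBs stay open.

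The exact binomial p for raised pluripotency genes was 0.00502 in KO versus WT here. That is lower than the value quoted from the study above. For lowered pluripotency genes in KO_PAPC versus KO it was 0.0112. That is higher than the value quoted from the study above. The exact binomial p for lowered mesoderm genes in KO versus WT was 0.321, and for raised mesoderm genes in KO_PAPC versus KO 0.836. Both are higher than the values quoted from the study above. The lists differ from the study's, whose mesoderm term held more genes than the 29 here. Its calls came from DESeq2, and those counted here from edgeR. A higher or lower p therefore need not mean a weaker or stronger change. Whether the study's KO versus WT values rest on these libraries is not known.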
